# The Heterochronic Genes *lin-28a* and *lin-28b* Play an Essential and Evolutionarily Conserved Role in Early Zebrafish Development

**DOI:** 10.1371/journal.pone.0088086

**Published:** 2014-02-06

**Authors:** Yasuo Ouchi, Jyunya Yamamoto, Takashi Iwamoto

## Abstract

The *Caenorhabditis elegans* heterochronic gene pathway, which consists of a set of regulatory genes, plays an important regulatory role in the timing of stage-specific cell lineage development in nematodes. Research into the heterochronic gene pathway gave rise to landmark microRNA (miRNA) studies and showed that these genes are important in stem cell and cancer biology; however, their functions in vertebrate development are largely unknown. To elucidate the function of the heterochronic gene pathway during vertebrate development, we cloned the zebrafish homologs of the *C. elegans let-7* miRNA-binding protein, Lin-28, and analyzed their function in zebrafish development. The zebrafish genome contains two *Lin28*-related genes, *lin-28a* and *lin-28b*. Similar to mammalian Lin28 proteins, both zebrafish Lin-28a and Lin-28b have a conserved cold-shock domain and a pair of CCHC zinc finger domains, and are ubiquitously expressed during early embryonic development. In a reciprocal fashion, the expression of downstream heterochronic genes, *let-7* and *lin-4/miR-125* miRNA, occurred subsequent to *lin-28* expression. The knockdown of Lin-28a or Lin-28b function by morpholino microinjection into embryos resulted in severe cell proliferation defects during early morphogenesis. We found that the expression of *let-7* miRNA was upregulated and its downstream target gene, *lin-41*, was downregulated in these embryos. Interestingly, the expression of *miR-430*, a key regulator of maternal mRNA decay, was downregulated in *lin-28a* and *lin-28b* morphant embryos, suggesting a role for Lin-28 in the maternal-to-zygotic transition in zebrafish. Taken together, our results suggest an evolutionarily conserved and pivotal role of the heterochronic gene pathway in early vertebrate embryogenesis.

## Introduction

The spatial and temporal coordination of gene expression during development is essential for the correct morphogenesis of animals. Genetic studies of *Caenorhabditis elegans (C. elegans)* have provided significant insight into the evolutionarily conserved networks of gene regulation that underlie development [1]. The *C. elegans* heterochronic gene pathway, the study of which led to the landmark discovery of the first microRNA (miRNA)-mediated gene regulatory network during development, was also discovered through conventional forward genetic screens in *C. elegans* for heterochronic (developmental timing) mutants [2]–[6].

miRNAs are a class of post-transcriptional regulatory noncoding small RNAs (18–25 nucleotides in length) that bind specific target sequences, usually located in the 3′-untranslated region (UTR) of regulated mRNAs, and block their translation and/or initiate their degradation [7], [8]. In vertebrate miRNA biogenesis, the primary transcripts of miRNA genes (pri-miRNAs) are cleaved into short hairpin intermediates (pre-miRNAs) by the nuclear RNase III Drosha and the Dgcr8 complex, and are further processed to mature miRNAs by the cytosolic RNase III-related enzyme Dicer. Then, the mature miRNA molecule binds to an RNA-induced silencing complex, which regulates protein expression [9].

The functional significance of miRNAs in vertebrate development has been clearly demonstrated using Dicer mutants [10], [11]. In *Danio rerio* (zebrafish), embryos deficient in maternal and zygotic Dicer activity (MZ *dicer* mutants) cannot generate mature miRNAs and display severe morphogenetic defects [12]. For example, MZ *dicer* mutants develop more slowly than wild-type embryos and have reduced extension of the body axis, resulting in shortening of the embryo and morphological malformation of the heart and brain [12]. Interestingly, the injection of *miR-430*, which has a crucial function in deadenylation and the clearance of maternal mRNAs, rescues these brain defects, suggesting a critical role for *miR-430* in early zebrafish development [12].

In the *C. elegans* heterochronic pathway, *let-7* and *lin-4/miR-125* miRNA play an essential regulatory role in the timing of stage-specific cell lineage development in nematodes, in part by directly regulating their target genes [5], [6], [13], [14]. For example, *lin-4/miR-125* miRNA promotes the transition between the first and second larval stages (L1 and L2, respectively) by binding to complementary sites in the 3′UTR of the upstream heterochronic genes *lin-14* and *lin-28* [3], [6], [15]–[17]. Since LIN-28 prevents the premature accumulation of *let-7* miRNA in L2, *let-7* miRNA expression occurs during the third larval stage (L3) and controls the fourth larval stage (L4)-to-adult transition by repressing multiple target genes, including the TRIM protein Lin-41 [6], [18], [19]. Interestingly, recent works have shown that several members of the heterochronic pathway are highly conserved by sequence and play a critical role in humans and mice [20]–[22]. However, it is unknown whether these heterochronic homologs function to regulate the timing of specific developmental events in vertebrates.

In this study, to elucidate the function of the heterochronic pathway during vertebrate development, we used zebrafish as an animal model to investigate the role of Lin-28 during development. We cloned two zebrafish homologs of *lin-28*, *lin-28a* and *lin-28b*, and analyzed their functions in development. Zebrafish *lin-28a* and *lin-28b* were ubiquitously expressed in early embryonic development, and their expression decreased at 12 h post-fertilization (hpf) and 24 hpf, respectively. On the other hand, the expression of *let-7* and *lin-4/miR-125b* miRNA, a downstream heterochronic gene of *lin-28*, was expressed subsequent to *lin-28b* expression. The knockdown of Lin-28a or Lin-28b function by morpholino (MO) microinjection resulted in severe cell proliferation defects during early morphogenesis, and the expression of both *let-7* and *lin-41* was modulated. Interestingly, a microarray-based analysis of miRNAs showed that *miR-430* expression was inhibited in *lin-28a* and *lin-28b* morphant embryos, suggesting that the clearance of maternal mRNAs was affected in these morphants. These results suggest an evolutionarily pivotal role of Lin-28 for the heterochronic pathway in early vertebrate embryogenesis, and provide novel insight into Lin28 function.

## Materials and Methods

### Fish Handling and Care

Wild type zebrafish strains AB were maintained according to The zebrafish book: A Guide for the Laboratory Use of Zebrafish. All animals were handled in strict accordance with good animal practice as defined by national and local animal welfare bodies, and all efforts were made to minimize suffering. All animal work was approved by the the Committee on the Ethics of Animal Experiments and the Institutional Animal Care and Use of Chubu University; serial permit numbers were not necessarily assigned to fish experiments in Chubu University.

### Genomic Analysis

We used the VISTA Web server to align genomic sequences (http://www.gsd.lbl.gov/VISTA/). All the genomic sequences were found by Ensembl and ZFIN database search and the coordinates are as follows: Homo sapiens (human) *LIN28A*, chromosome 1, 26,737,269–26,756,213 bp, human *LIN28B*, chromosome 6, 105404923–105531207 bp, Gallus gallus (Chicken) *LIN28A*, chromosome 23, 148,871–160,164 bp, Gallus gallus *LIN28B*, chromosome 3, 71550790–71626325 bp, Mus muculus (Mouse) *Lin28A*, chromosome 4, 134,003,330–134,018,841 bp, *Mouse Lin28B*, chromosome 10, 45,376,620–45,470,201 bp, Danio rerio (zebrafish) *lin-28a*, chromosome 19, 14873056–14901221 bp, Danio rerio *lin-28b*, chromosome 20, 47,677,565–47,707,773 bp.

Transposable elements were masked prior to submission using the RepeatMasker program, and the annotated mouse sequence was used as the base reference track. Pair-wise sequence comparisons were calculated with a threshold of 70% identity in a 10-bp window, with a 0% minimum identity shown.

### Cloning and RT-PCR

RT-PCR was performed as previously described [27]. Briefly, total RNA was purified from zebrafish embryos (TRIzol reagent; Invitrogen-Gibco, Carlsbad, CA), and cDNA was synthesized (Superscript II; Invitrogen-Gibco). The primer sets were tested over a range of thermal cycles using ExTaq (Takara, Shiga, Japan), and the semiquantitative cycle number was determined for each primer set. Bands were visualized with ethidium bromide. The primer sequences used for the PCR were shown 5′ to 3′:

Lin41Fw: 5′-ATGGCTTCGTTTCCAGACTC-3′, Lin41Rv: 5′-TCATGTCCCTCACATTCTAC-3′, Lin28AFw: 5′-TAAAGATGCCCCCGGCAAAT-3′, Lin28ARv: 5′-CTCTGCTAATCAGTGCTCTC-3′, Lin28ARv2: 5′-GAGCCGTGAAAAGAGCCTGA-3′(For knockdown analysis), Lin28BFw: 5′-TTCGCTGGAACTTTGGAACG-3′, Lin28BRv: 5′-TTCAGTCCCGGCTCTTTCTC-3′, Lin28BRv2: 5′-TGCGGACATTGAACCACTTG-3′ (For knockdown analysis), Sox2Fw: 5′-AAGGAACACCCGGATTACAA-3′, Sox2Rv: 5′-TCATGTCAGCCTTTGCAGAA-3′, Otx2Fw: 5′-ATGATGTCGTATCTCAAGCA-3′, Otx2Rv: 5′-CTTGGTCCTTATAATCCAAG-3′, gapdhFw: 5′-CTGCCAAGGCTGTGGGCAAG-3′, gapdhRv: 5′-TTACTCCTTGGAGGCCATGT -3′,

The amplified PCR products were subcloned into pCS2+ or pGEM-T easy (Promega) vector and confirmed by sequencing analysis. Amino acid sequence comparisons and phylogenic tree analysis were carried out with APE and Jalview software. The sequence was submitted to GenBank (Accession number; AB828400).

### Whole Mount *in situ* Hybridization

Whole-mount *in situ* hybridization was done as previously described [28]. Digoxigenin (DIG)-labeled sense and antisense RNA probes were made by *in vitro* transcription with T7 or SP6 RNA polymerase (Roche Diagnostics GmbH, Mannheim, Germany), using templates generated by PCR. Embryos were fixed in 4% paraformaldehyde (PFA) and stored in methanol. Rehydrated embryos were sequentially treated with Proteinase K and then acetylated in acetic anhydrate solution. The pretreated samples were next hybridized at 60°C with DIG-labeled RNA probe. The probe was detected with an anti-DIG antibody-conjugated to alkaline phosphatase (Roche Diagnostics GmbH, Mannheim, Germany) and visualized by using a BCIP/NBT solution kit (Nacalai Tesque Inc.).

### Reverse Transcription and Real-time PCR Quantification of miRNA

For miRNA quantification, cDNA was synthesized from total RNA using gene-specific primers according to the TaqMan MicroRNA Assay protocol as per the manufacturer’s protocol (Applied Biosystems). Quantitative PCR of miRNA was performed using an Applied Biosystems 7300 Sequence Detection system. The 10 µl PCR reaction contained 0.67 µl RT product, 1 × TaqMan Universal PCR master mix, and 1 µl of the primer and probe mix, according to the TaqMan MicroRNA Assay protocol (Applied Biosystems). The threshold cycle data were determined using default threshold settings. The threshold cycle was defined as the fractional cycle number at which the fluorescence exceeded the fixed threshold. Gapdh or *miR-26a* were used as internal control.

### Microinjection of Morpholinos or rescueRNA into Zebrafish Embryos

Antisense oligonucleotide Morpholinos (MO) were designed and obtained from Gene Tools, LLC. The *lin-28a* and *lin-28b* splicing MOs were designed splicing donor region of intron between exon 1 and exon 2. The sequences of the MO were shown 5′ to 3′: *lin-28a* MO: 5′-GAAGTTCTCACCTGTGTGATTGAGA-3′, *lin-28b* MO: 5′-AAAGCATCGTAACCTTCGGCCATGT-3′, Control MO: 5′-CCTCTTACCTCAGTTACAATTTATA-3′.

For RNA synthesis, capped sense RNAs were synthesized by using an mMessage mMachine in vitro transcription kit (Ambion, Austin, TX) according to the manufacturer's instructions. The synthesized RNAs were diluted to an appropriate concentration with RNase-free water.

In all experiments, MOs and mRNAs were resuspended in H_2_O with Phenol red (0.05%). Fertilized eggs from wild-type zebrafish at the one- to two-cell stage were injected with approximately 1–3 nl of the solution (10 µM) by using a microinjector (IM-300; Narishige) as described elsewhere [29].

### BrdU Labeling and Immunodetection

For BrdU incorporation, 4 hours postfertilization (hpf) embryos were treated with 10 mM BrdU in egg water for 60 minutes and washed two times with egg water, followed by 4% paraformaldehyde fixation overnight at 4°C. After gradual rehydration, embryos were incubated in 2N HCl for 1 hour at 37°C. After rinsing with PBS, they were permeabilized with 0.1% Triton X/PBS, washed with PBS, blocked with 2% BSA/PBS for at least 1 hour at room temperature, and incubated with rat anti-BrdU antibody (Roche) in 2% BSA/PBS overnight at 4°C. After washing three times with PBS for 5 minutes each, anti-BrdU antibody was visualized using secondary antibodies conjugated with Alexa Fluor 594 (Molecular Probes). Nuclei were counterstained with DAPI. Embryos were mounted in 1% agarose and confocal fluorescence images were obtained using a confocal microscope (FV-1000; Olympus).

### Microarray Analysis

RNA was isolated using Trizol from control MO, *lin-28a* MO and *lin-28b* MO injected embryos at 5hpf. For miRNA expression analysis, 250 ng of total RNA was subjected to microarray analysis using a miRCURY LNA microRNA Array (Exiqon). Labeling, hybridization, washing, and scanning of the microarray were performed by Cosmo Bio Co., Ltd. (Tokyo, Japan), following the manufacturer’s instructions. Data analyses were performed using the Mev software (MultiExperiment Viewer). The experimental data used in this manuscript are freely available in the NCBI gene expression omnibus (GEO) repository with the accession number GSE52492.

### Statistical Analysis

Data were analyzed by the two-tailed Student’s *t*-test. Values were expressed as mean ± SEM. Changes were deemed significant if the *p*-value was <0.05. Statistical significance is indicated as follows: * *p*<0.05, ** *p*<0.01, *** *p*<0.001, N.S., not significant.

## Results

### Cloning of *Lin28* Homologs in Zebrafish

To analyze the developmental function of Lin28 using zebrafish as a model system, we first searched the zebrafish Ensembl Genome Server (www.ensembl.org/Danio_rerio/) for sequences homologous to human *Lin28a* and *Lin28b*, which were identified in mammalian genomes as two homologs of the *C. elegans* heterochronic gene *lin-28*, *Lin28a* and *Lin28b* [30], [31]. However, since the zebrafish *Lin28* homolog was not fully assigned in the database, we only found one *Lin28* homolog at Chromosome (Chr.)19 and a partially expressed sequence tag at Chr. 20. To clone and examine these genes, we first used VISTA genome alignment tools to align and compare the sequences of their corresponding genomic loci with those from other species, including human, rat, mouse, and chicken. As a result, we identified a highly conserved candidate genomic region of zebrafish *lin-28a* and *lin-28b* at Chr. 19 and Chr. 20, respectively (Figure S1A and B). Polymerase chain reaction (PCR) primers were designed using sequence information from the surrounding conserved exons and amplified PCR products were sequenced to obtain full-length zebrafish *lin-28a* and *lin-28b*. The deduced amino acid sequences of *lin-28a* and *lin-28b* encoded 202 and 213 amino acids, respectively. Two domains containing RNA-binding motifs, an N-terminal cold-shock domain and a pair of retroviral-type CCHC zinc fingers near the C-terminus, presumably play an important role in *let-7* miRNA binding [32]. Since the cold-shock domain and retroviral-type CCHC finger regions of zebrafish Lin28A and Lin28B had 79–90% homology at the amino acid level with corresponding regions in mouse and human LIN28A and LIN28B (Figure 1A), the function of Lin-28a and Lin-28b may be conserved across animal phylogeny. Furthermore, a phylogenetic analysis suggested that these two Lin-28 proteins belong to the LIN28A and LIN28B groups (Figure 1B), as expected.

**Figure 1:**
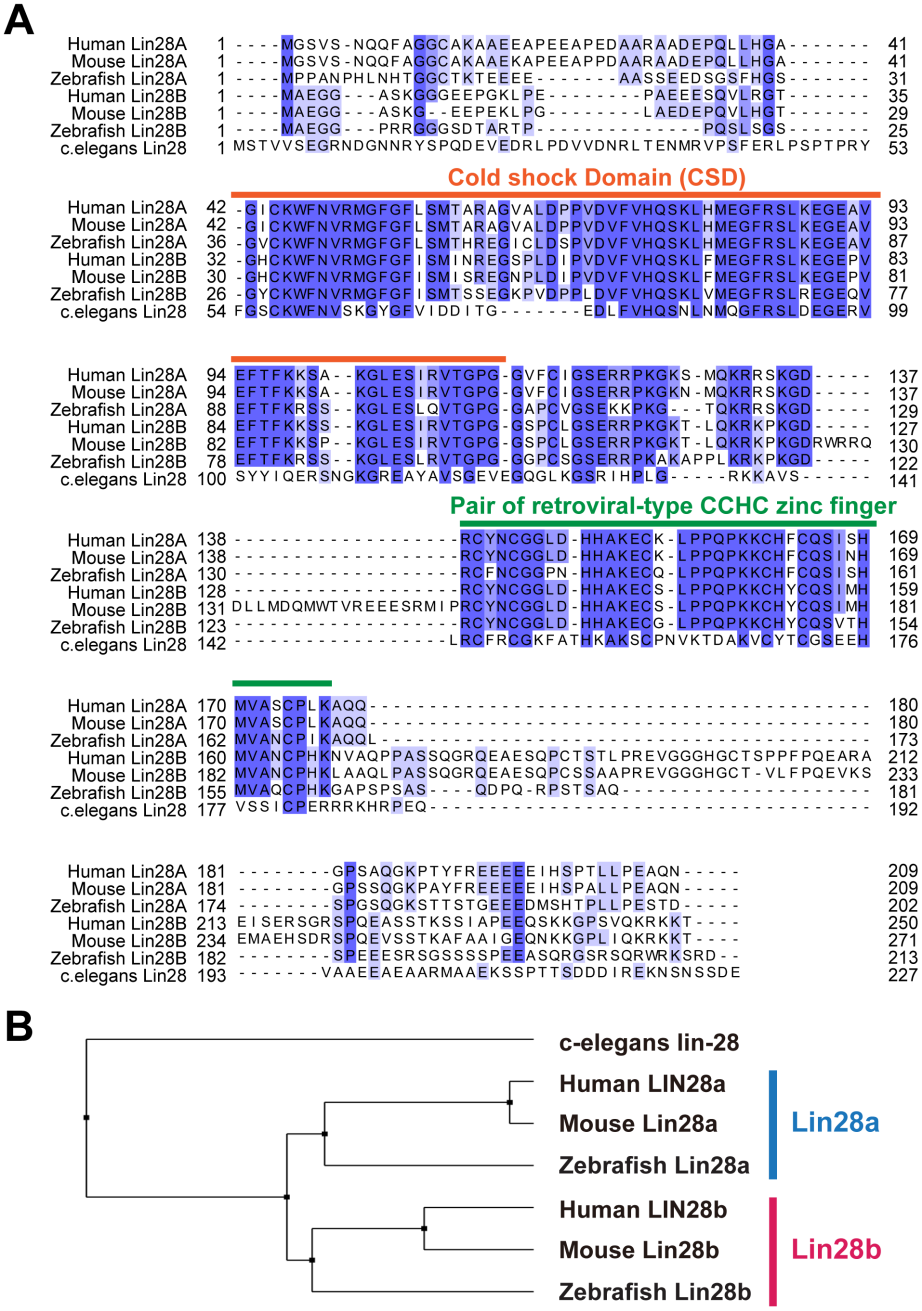
Cloning and characterization of zebrafish Lin-28a and Lin-28b. A. Deduced amino acid sequences of zebrafish Lin-28a and Lin-28b aligned against human, mouse and c.elegans Lin28 homologs. Blue boxes represent identical and similar amino acids. The characteristic Lin28 structure including cold-shock domain and two CCHC-Zn finger domains was highly conserved in zebrafish Lin-28a and Lin-28b. B. The phylogeny of the Lin28 family based on the alignment of full length of amino acid sequence. The branch length (X axis) in the rectangular cladogram represent the distances among those sequences calculated using BLOSUM62 substitution matrix.

### Expression Pattern of Heterochronic Genes during Zebrafish Development

To characterize the expression pattern of zebrafish homologs of heterochronic genes (including *lin-28*, *let-7*, *lin-41/TRIM71*, and *lin-4/miR-125b*) in zebrafish development, reverse transcription-PCR (RT-PCR), TaqMan quantitative RT-PCR (qRT-PCR), and whole-mount *in situ* hybridization were performed on embryos at various developmental stages. First, RT-PCR analyses of *lin-28a*, *lin-28b*, and *lin-41* mRNA expression during development showed strong *lin-28a* expression from the one-cell stage until 30% epiboly and then gradually decreased at 12 hpf, indicating that *lin-28a* is maternally expressed (Figure 2A). In contrast, *lin-28b* was expressed subsequent to *lin-28a* expression, and gradually increased after fertilization with a peak at 20 hpf and then decreased (Figure 2A). Faint *lin-41* expression was first detected at 0 hpf; expression gradually increased to its peak at 36 hpf (Figure 2A). After 48 hpf, *lin-41* expression began to decrease and was undetectable at 72 hpf (Figure 2A). Interestingly, consistent with decreased *lin-28a* and *lin-28b* expression, *let-7a, let-7b*, and *lin-4/miR125b* miRNA expression was dramatically increased at 72 hpf (Figure 2B).

**Figure 2:**
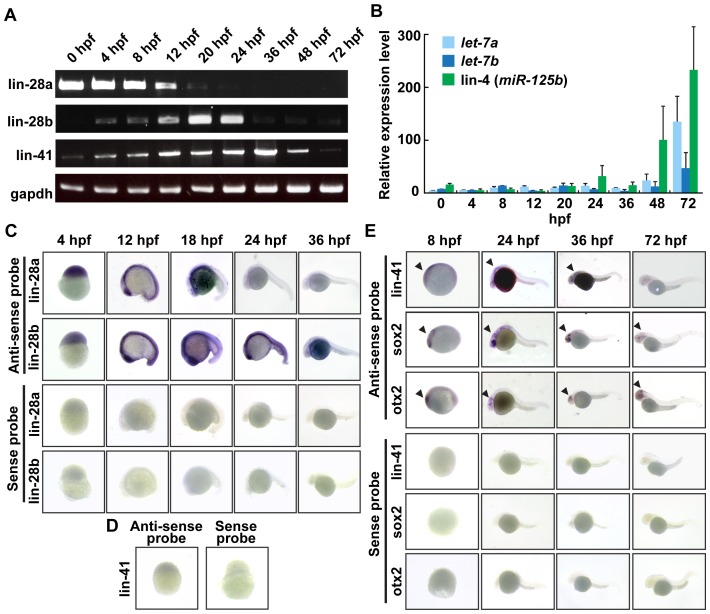
Expression patterns of zebrafish heterochronic genes during embryonic development. A. Semiquantitative RT-PCR analysis of *lin-28a, lin-28b and lin-41* gene mRNA expression. Total RNA was isolated from wild-type embryos at the indicated developmental stages and analyzed by using specific primers for *lin-28a*, *lin-28b* and *lin-41*. *gapdh* was used as a control. B. Real-time PCR analysis of *let-7a*, *let-7b* and *lin-4/miR-125b* miRNA expression. Total RNA was isolated from wild-type embryos at the indicated developmental stages. Expression levels of *let-7a*, *let-7b* and *lin-4/miR-125b* was analyzed using TaqMan miRNA assay. C. Developmental expression analysis of zebrafish *lin-28a* and *lin-28b* mRNAs by whole mount in situ hybridization. Zebrafish embryos at various stages were hybridized with antisense probes. D, E. Developmental expression analysis of zebrafish *lin-41* mRNAs by whole mount in situ hybridization. *sox2* and *otx2* probes were used as a CNS maker. Arrowhead indicated expression in the CNS.

We next examined the spatial distribution of *lin-28a*, *lin-28b*, and *lin-41* mRNA in developing embryos by whole-mount *in situ* hybridization using DIG-labeled RNA as a probe. A hybridization signal for both *lin-28a* and *lin-28b* was observed in the entire embryonic region of eggs at 4 hpf, whereas a very faint or no *lin-41* signal was detected (Figure 2C and Figure 2D). Later, while a *lin-28b* mRNA signal was observed throughout the entire body until 24 hpf, *lin-28a* expression disappeared from the caudal half of the embryos and was undetectable after 24 hpf (Figure 2C). At 36 hpf, we did not observe significant expression of *lin-28a* or *lin-28b* mRNA, suggesting that *lin-28a* and *lin-28b* play a role in early development. On the other hand, a relatively strong *lin-41* mRNA signal began to appear in the anterior neural plate at 8 hpf, where the earliest neural molecular markers, *sox2* and *otx2*, were expressed (Figure 2E). At 24–36 hpf, *lin-41* was restricted to the entire anterior half of the embryo, where the *sox2* and *otx2* were also expressed, and become undetectable by 72 hpf (Figure 2E). These expression patterns suggest that an evolutionarily conserved heterochronic gene regulatory hierarchy is used even in vertebrate development.

### *Lin-28a* and *Lin-28b* are Required for Proper Gastrulation in Zebrafish Embryos

To examine the role of *Lin-28a* and *Lin-28b* in the development of zebrafish embryos, we designed and injected MO oligonucleotides that blocked the normal splicing of *lin-28a* and *lin-28b* in fertilized eggs (Figure 3A and Figure 3B). To confirm the knockdown, we performed RT-PCR using *lin-28a*- and *lin-28b*-specific primer sets that amplified normal or abnormal transcripts with exon skipping (Figure 3A and Figure 3B). In 3 ng of *lin-28a* MO-injected embryos, although a band corresponding to aberrant splicing was not observed, the morphants displayed a significant decrease in lin-28A transcripts (Figure 3C). Similarly, in *lin-28b* MO-injected embryos, a band corresponding to normal splicing (0.6 kb) was reduced by *lin-28b* MO (Figure 3D). In addition, a band corresponding to aberrant splicing (1.2 kb) was observed in the *lin-28b* MO-injected sample (Figure 3D). These results suggest that the lin-28a and *lin-28b* MOs effectively knocked down *lin-28a* and *lin-28b* in zebrafish. As we expected, the *lin-28a* and *lin-28b* morphants displayed severe growth retardation and reduced epiboly as compared to the controls (Figure 3E and Figure 3F). Morphants of the most severe phenotype, failed to initiate blastoderm epiboly (Figure 3E). As a result, approximately 40% of the injected embryos died around 12 hpf. Later, both the remaining *lin-28a* and *lin-28b* morphants displayed reduced extension of the body axis, resulting in shortened embryos and a reduced head size. At 30 hpf, both the remaining *lin-28a* and *lin-28b* morphant embryos exhibited a severe phenotype in which the embryo had a very small head and tail (Figure 3G). The survival rates and phenotype percentages at 30 hpf are shown in Figure 3H. Both MO groups had a significant increase in death and abnormal morphology relative to control MOs (Figure 3H; p<0.0001, control MO vs. *lin-28a* MO, control MO vs. *lin-28b* MO, Fisher’s exact test); 58.4% of *lin-28a* morphants and 54.6% of *lin-28b* morphants exhibited the dead phenotype, while the percentage of dead in the control was 20.3%.

**Figure 3:**
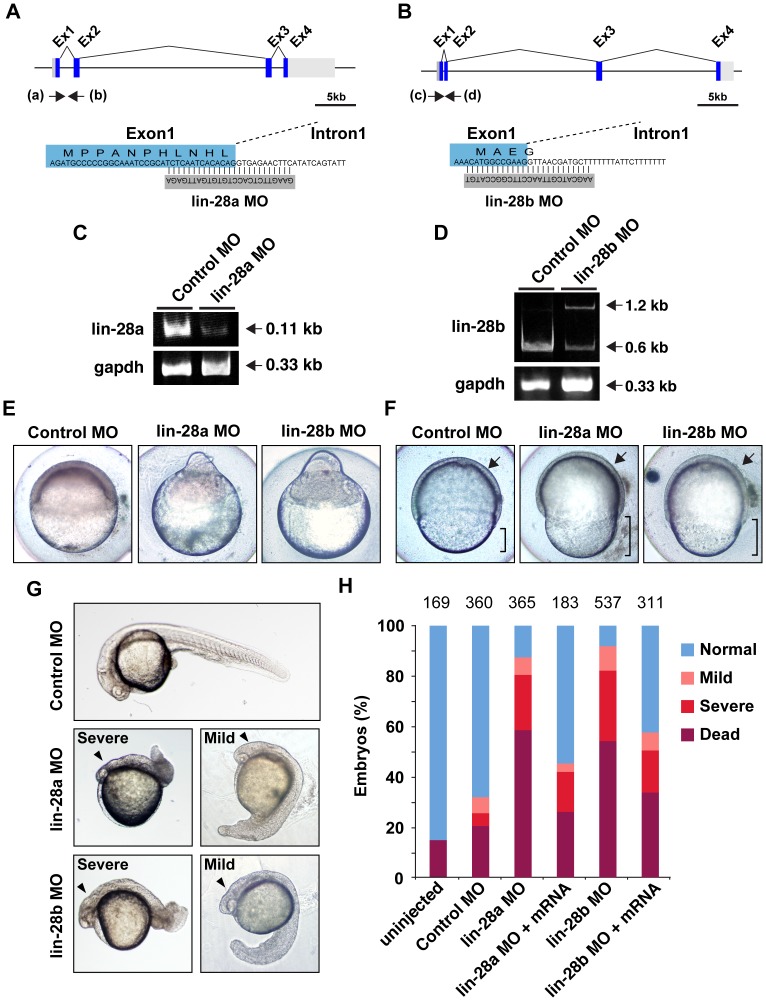
Morpholino-mediated knockdown of *lin-28a* and *lin-28b* affects early development. A. B. Schematic representation shows the genomic organization of the *lin-28a* and *lin-28b* genes in zebrafish. Regions targeted by splice-blocking morpholinos are shown. Arrows depict the location of the two primer sets to amplify exon and intron sequences, which were utilized in the RT-PCR analysis. C. D. The efficacy of MO was validated by RT-PCR using primers as indicated in A, B. Total RNA was isolated from *lin-28a*, *lin-28b* or control MO-injected embryos at 5 hpf and analyzed by using specific primers for *lin-28a* and *lin-28b*. Upper panel shows a reduced expression of *lin-28a* and *lin-28b mRNA*, and an increase of an aberrantly spliced *lin-28b* transcripts corresponding to the presence of intron 1. Lower panel shows RT-PCR products with *gapdh* primers used as internal control. E. Representative images of severe phenotype of *lin-28a* and *lin-28b* morphants at 5 hpf. F. Vegetal view of control, *lin-28a* and *lin-28b* morphants at 8 hpf. Arrow shows the similar extent of prechordal plate extension in control, *lin-28a* and *lin-28b* morphant embryos; bracket shows a reduced extent in epiboly in *lin-28a* and *lin-28b* morphant embryos compared with controls. G. Representatives of mild and severe phenotypes in *lin-28a* and *lin-28b* morphants at 30 hpf. Both *lin-28a* and *lin-28b* morphants develop morphological phenotypes displaying shorten body axis, small anterior structures and aberrant tail morphology ranging from mild (Right) to severe (Left) compare to control MO injected embryos (Top). Arrowheads indicate the smaller head. H. Quantification of the efficiency of rescue from gastrulation defects following co-injection of *lin-28a* MO, *lin-28b* MO and mRNAs. More than half of the *lin-28a* MO or *lin-28b* MO injected embryos had died by 30 hpf. The frequencies of the phenotypes were similar between *lin-28a* and *lin-28b* morphants. The frequency of the dead, mild and severe phenotypes decreased with a rescue experiment in which 300 pg of *lin-28a* and *lin-28b* mRNAs were co-injected with the MO. (p<0.0001, *lin-28a* MO vs. *lin-28a* MO+*lin-28a* mRNA, *lin-28b* MO vs. *lin-28b* MO+*lin-28b* mRNA, Fisher’s exact test). The total number of embryos is noted above each bar.

To ensure the specificity of the *lin-28a* and *lin-28b* MOs, we performed a rescue experiment. Co-injection of zebrafish *lin-28a* or *lin-28b* mRNA (300 pg) with the splice-blocking MO resulted in significant rescue of the gastrulation defect; the percentage of the “dead” phenotype was reduced from 58.4% in *lin-28a* MO-injected embryos to 25.7% and from 54.6% in *lin-28b* MO-injected embryos to 33.4% (Figure 3H). Moreover, the “severe” phenotype was also reduced in both mRNA co-injected embryos. This rescue experiment confirmed that both *lin-28a* and *lin-28b* are required for early morphogenesis in zebrafish.

### Both *Lin-28a* and *Lin-28b* Regulate Cell Proliferation and Neural Expansion during Early Development

*Lin28a* and *Lin28b* play a critical role in the proliferation of various mammalian cells, including ES cells, and in the formation of iPS cells [23]–[25]. Thus, to characterize the severe growth retardation phenotype observed in the early stage of *lin-28a* and *lin-28b* morphants, we investigated cellular proliferation in these morphants using BrdU. *Lin-28a* or *lin-28b* morphant embryos were treated with BrdU egg water at 4 hpf for 1 h and the percentage of BrdU-positive cells was examined by immunohistochemistry (Figure 4A). We observed a significant reduction in BrdU incorporation in both *lin-28a* and *lin-28b* morphants as compared with the controls (Figure 4A and B). These findings indicate that the severe morphological defects observed in the *lin-28a* and *lin-28b* morphants may have resulted from impaired cellular proliferation.

**Figure 4:**
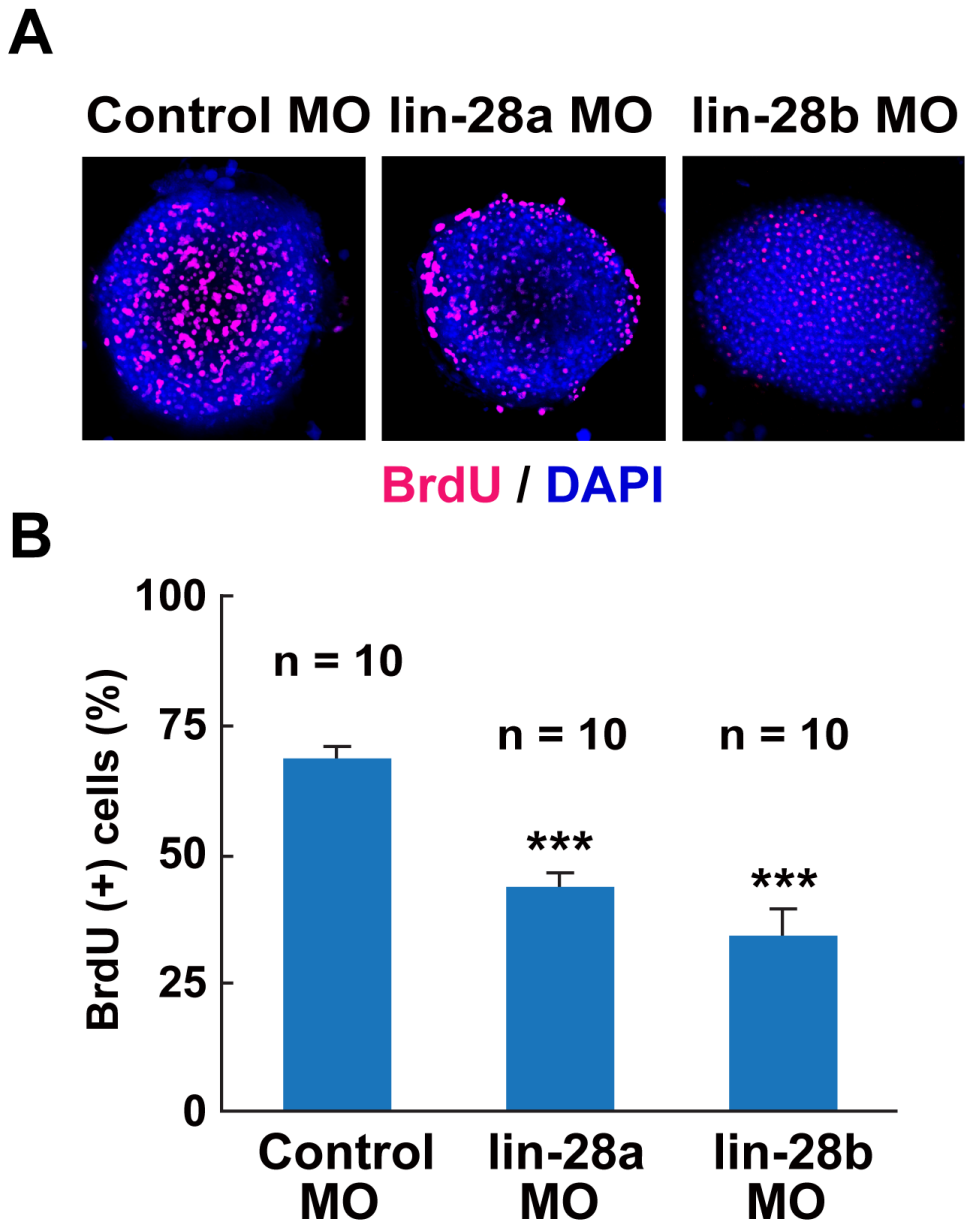
Effect of *lin-28a* and *lin-28b* knockdown on cell proliferation. A. Confocal images of BrdU (Red) incorporation in *lin-28a* and *lin-28b* morphant embryos at 5hpf. Both *lin-28a* and *lin-28b* MO-injected embryos were exposed to BrdU at 4 hpf for 1 hour. The nuclei were stained with DAPI (blue). B. Percentage of BrdU incorporated cells in *lin-28a* and *lin-28b* morphants embryos. The percentage of BrdU-incorporated cells was calculated by dividing the number of BrdU-positive cells by the total number of cells as determined by DAPI-stained cells. The percentage of BrdU-positive cells was significantly lower in both *lin-28a* MO- and *lin-28b* MO-injected embryos compared with control MO-injected embryos (***p<0.001, control MO vs. *lin-28a* MO, control MO vs. *lin-28b* MO, two-tailed test, n = 10, mean ± SEM).

### *Lin-28a* and *Lin-28b* Regulate the Expression of Downstream Heterochronic Genes, as well as the *miR-430* miRNA family

In the *C. elegans* heterochronic pathway, miRNAs, including *let-7* and *lin-4/miR-125*, play a critical role as downstream genes of *lin28*. To determine the downstream events following *lin-28* expression, we conducted an miRNA microarray analysis and examined the global changes in miRNA expression in *lin-28a* and *lin-28b* morphant embryos. Total RNA from control, lin-28a, and *lin-28b* MO-injected zebrafish embryos was isolated at 5 hpf and subjected to microarray analysis using an miRCURY LNA microRNA array for differential miRNA expression (Figure 5A). 

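The data set held 3 arrays, 1 for each of the control MO, *lin-28a* MO and *lin-28b* MO-injected embryos at 5 hpf. The array carries locked nucleic acid probes against mature miRNAs and reads 2 dyes. RNA from the injected embryos was labelled with Hy3 and a Universal Reference with Hy5, so that the Hy3/Hy5 ratio sets each sample against that reference. The paper's methods give 250 ng of total RNA per array, and the sample labels give 250 ug. The deposited spot table gives a Hy3 and a Hy5 intensity for 9984 spots on each array. In it, 872 spots belong to 218 zebrafish miRNA probes with 4 spots each, 8352 spots have no name, and the others are spike controls and landmarks. The named probes are for miRNAs and controls, so the *lin-28a* and *lin-28b* mRNAs that the morpholinos target were not measured here. Image analysis, background correction and normalization are not given in the sources used here. The ratio was taken for each spot and averaged over the 4 spots of a probe, with no further scaling. The authors' deposited table of 208 miRNA ratios, with medians of 1.09 for control MO, 0.914 for *lin-28a* MO and 0.935 for *lin-28b* MO, differs from these means by at most 0.398%. The 10 zebrafish miRNAs outside that table are those whose spot ratios had a CV above 50% on at least 1 array. Most zebrafish miRNA probes were dim at this stage. The median Hy3 signal of the 218 probes was 17.0 on the control MO array, 15.2 on the *lin-28a* MO array and 15.5 on the *lin-28b* MO array, and 9, 6 and 5 of the probes exceeded 100. The *lin-28b* MO array was dimmer among bright spots in both dyes. Over 46 unnamed probes with Hy3 over 100 on every array, the median Hy3 signal was 178 on the *lin-28b* MO array against 380.0 on the control MO array, and the median Hy5 signal was 190.5 against 383.5. Among 4 spike controls as bright, the log2 fold of the ratio over control MO lay between 0.08 and 0.29 for *lin-28a* MO and between 0.03 and 0.11 for *lin-28b* MO. With 1 array per condition, a difference between conditions has no replicate check, and each SD given for a probe is over its 4 spots on 1 array, which is technical.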

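Most zebrafish miRNAs had a Hy3/Hy5 ratio within 1.5-fold of control MO-injected embryos in either morphant. Of 209 miRNAs with a spot CV under 50% on both arrays, 191 (91.4%) lay within 1.5-fold in *lin-28a* morphants, 15 were lower and 3 were higher. In *lin-28b* morphants, 197 of 210 (93.8%) lay within it, 7 were lower and 6 were higher. These counts set no limit on the Hy3 signal, and most of these probes were dim. With a Hy3 signal over 100, 5 of 9 miRNAs (55.6%) lay within 1.5-fold in *lin-28a* morphants and 4 of 9 (44.4%) in *lin-28b* morphants. The miRNAs lower by more than 1.5-fold in both morphants were miR-430a, miR-430b, miR-430c, miR-430j, miR-150 and miR-216b, and those higher in both were miR-133b*, miR-139 and miR-456. For lists of these sizes drawn independently from the 208 miRNAs measured in both comparisons, 0.505 shared lower and 0.0865 shared higher miRNAs would be found. The sizes are those of each comparison, and the 15 lower in *lin-28a* morphants include miR-137, which is outside the 208. Both comparisons use the same control MO array, which by itself makes them overlap. Of the miRNAs changed in both morphants, miR-150, miR-216b, miR-133b*, miR-139 and miR-456 were dim, with a Hy3 signal of at most 26.5 on the control MO array. The unscaled Hy3 signal over control was 0.69 and 0.60 for miR-133b*, 1.18 and 1.07 for miR-139, and 0.88 and 0.79 for miR-456. None of these 3 thus rose past 1.5-fold in Hy3, and Hy5 fell at each in both morphants. For miR-133b*, the log2 folds of the ratio were 0.64 (SD over spots 0.86) and 1.06 (SD 0.89). The 6 muscle miRNAs, with miR-133a (log2 folds of -0.38 and -0.48) and miR-1 (-1.06 and -1.20, with spot SDs of 0.66 and 0.62) as the brightest, had a median log2 fold of -0.12 in *lin-28a* morphants and -0.20 in *lin-28b* morphants, at percentiles 49.8 and 32.8 among 10000 random lists of unnamed probes of like Hy3 signal. For 11 neural miRNAs, miR-7a and miR-7b being the brightest, the medians were -0.17 and -0.18 (percentiles 38.4 and 42.6). The 8 miRNAs of blood and endothelium, such as miR-223 (0.04 and -0.13) and miR-142a-3p, had medians of -0.04 and -0.01 (percentiles 84.3 and 91.3). For 7 miRNAs of skin and epithelium, such as miR-203a and miR-200b, the medians were -0.19 and -0.21 (percentiles 54.3 and 45.0). Medians were -0.09 and -0.07 (percentiles 62.2 and 72.0) for 3 sensory organ miRNAs such as miR-96, -0.08 and -0.06 (percentiles 63.9 and 65.8) for 6 miRNAs of the Hox clusters such as miR-196a, and -0.22 and -0.16 (percentiles 34.3 and 34.4) for 15 miRNAs of the miR-17-92 group such as miR-18c. The 15 widely expressed miRNAs, such as miR-26a and miR-15a, had medians of -0.16 and -0.12 (percentiles 64.2 and 81.0). Higher in the ranking were 5 miRNAs of liver, gut and pancreas, such as miR-122 and miR-375, with medians of 0.29 and 0.28 (percentiles 99.2 and 97.4), and 5 of the miR-125 group, with medians of 0.08 and 0.16 (percentiles 96.7 and 97.7). Of this group, miR-125b lay at its median, while miR-125a was at -0.07 and -0.29 and miR-100 at -1.05 and -0.64, and the group's means were -0.09 and -0.07. In the liver, gut and pancreas list, miR-375 was at 0.02 and 0.04 and miR-122 at 0.36 and 0.07. The others were miR-192 at 0.49 and 0.84, miR-194a at 0.23 and 0.28, and miR-194b at 0.29 and 0.30. The spot CV of miR-194b was 59.1% on the control MO array. Hy3 signals of the liver, gut and pancreas and miR-125 lists were at most 26.0 and 32.8 on any array, below the limit of 100 that the paper set in Table 1. Of the 12 lists, 8 had no member over 100 on any array. In the miR-17-92, sensory organ and Hox lists the highest signals were 29.2, 39.4 and 45.2. The lists leave out * arms, such as miR-17a*, which had a Hy3 signal of 230 on the control MO array. In the widely expressed, blood and muscle lists they were 68.2, 72.15 and 88.5. The muscle, neural, sensory organ, blood and liver lists were set as markers of tissues not yet formed at 5 hpf. A middle percentile among such dim probes does not show that a miRNA was expressed and unchanged. Centring each array on the bright zebrafish miRNAs would add 0.54 in *lin-28a* morphants and 0.59 in *lin-28b* morphants to each of these log2 values, and make the list medians positive.

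**Figure D1:**
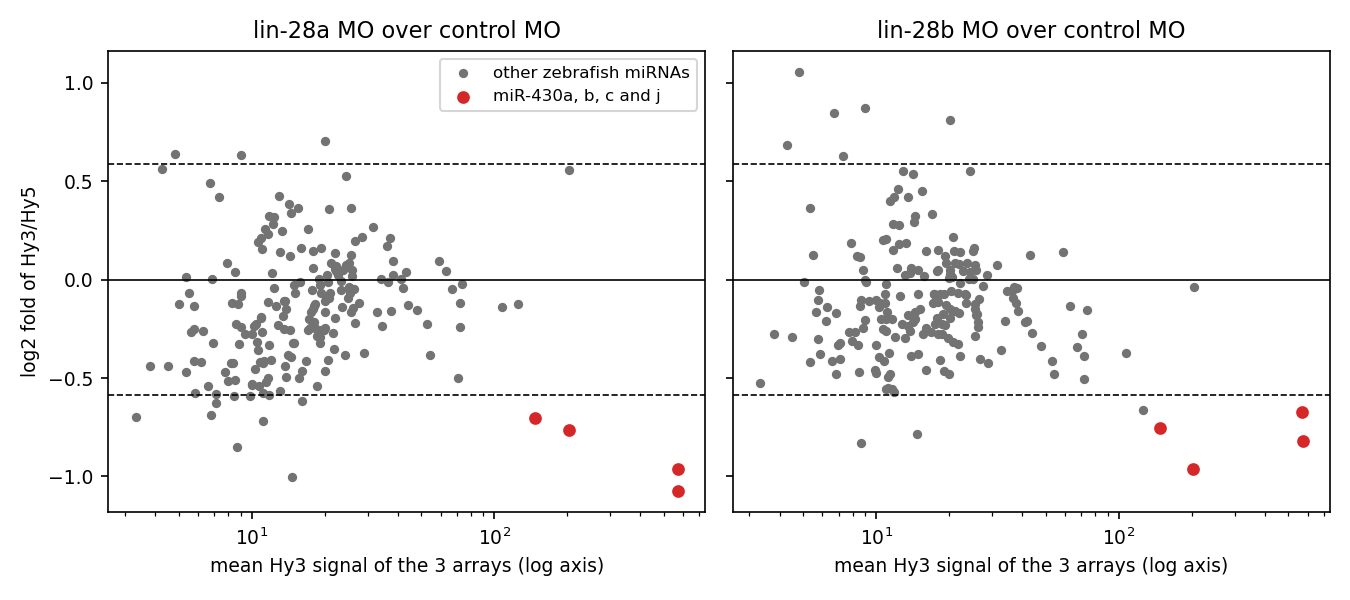
Log2 fold of Hy3/Hy5 over control MO against the mean Hy3 signal of the 3 arrays (log axis) for the 208 zebrafish miRNAs of the authors' ratio table, in *lin-28a* MO (left) and *lin-28b* MO (right). Each point is 1 miRNA, red points are miR-430a, b, c and j, and dashed lines mark 1.5-fold. Most miRNAs lie between the lines at a mean Hy3 signal under 100, and the red points lie below the lower line on both sides.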

The heat map from the two-way hierarchical clustering analysis showed that most of the miRNAs on the microarray had a similar expression pattern among the samples, but that some of the miRNAs had substantial differences in their expression patterns to be clustered (Figure 5A). Additionally, the miRNA expression pattern in *lin-28a* MO-injected embryos clustered more closely with those in *lin-28b* MO-injected embryos than with those in control MO-injected embryos, suggesting that these two genes have comparable functions (Figure 5A).

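The *lin-28a* and *lin-28b* morphant profiles were closer to each other than to the control profile. Over 9 miRNAs with a Hy3 signal over 100 on at least 1 array, the Euclidean distance of log2(Hy3/Hy5) was 1.03 between the morphants, 1.89 between *lin-28a* morphants and control, and 1.90 between *lin-28b* morphants and control. Over all 208 miRNAs of the authors' ratio table, the distances were 2.55, 5.00 and 4.71, Pearson's r across miRNAs was 0.970, 0.898 and 0.897, and Spearman's rho was 0.966, 0.872 and 0.889. All of the 208 but these 9 had a Hy3 signal of at most 100 on every array. Values over the 208 therefore mostly compare dim probes, where a difference of signal floor between arrays was not separated from expression. Drawing miRNAs at random with replacement 10000 times left the morphants as the closest pair in 97.3% of draws from the 9 miRNAs and in 100% of draws from the 208. These shares describe the miRNAs, which are not independent replicates, and among 3 arrays some pair is always closest. Without the miR-430 family this order changed among bright miRNAs. Over the 5 others, the distance between the morphants was 0.93, against 0.65 between *lin-28a* morphants and control and 0.99 between *lin-28b* morphants and control. Over the 9 miRNAs, the *lin-28b* morphants were nearer to control than to *lin-28a* morphants by Pearson's correlation (r of 0.877 between the morphants and 0.881 between *lin-28b* morphants and control, but Spearman's rho of 0.50 and 0.42), after centring each array on the median of those miRNAs, and with Hy3 alone, scaled on bright probes, in place of the ratio. The median of the 9 was a miR-430 probe on each array. Fold changes of the 208 miRNAs in the 2 morphants had a Pearson's r of 0.84 and a Spearman's rho of 0.81 across miRNAs, and 82.2% had the same sign. Both folds are over the same control MO array, which by itself makes them correlate. In simulated unchanged arrays with spot error alone, the shared control gave a median r of 0.57 (upper end of the central 95% of simulations, 0.677) and the same sign in 69.2% of the 208 miRNAs. For the 9 bright miRNAs, r was 0.866, below the same upper end, 0.935, of their simulation. Differences between arrays and between pools of embryos are not in this simulation, so it does not separate a shared effect of the morpholinos from the shared control array. From the clustering, the paper proposes that *lin-28a* and *lin-28b* have comparable functions.

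**Figure D2:**
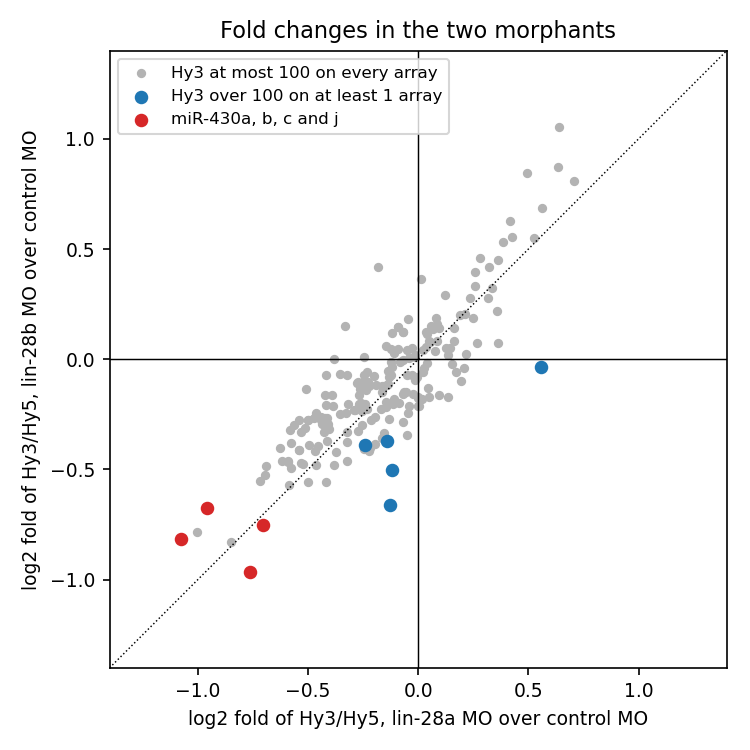
Log2 fold of Hy3/Hy5 over control MO in *lin-28b* MO (vertical) against *lin-28a* MO (horizontal) for the 208 miRNAs of the authors' ratio table. Each point is 1 miRNA, colour marks signal and family, and the dotted line marks equal folds. The grey cloud of dim miRNAs follows the line, the 4 red miR-430 points lie at the lower left, and the 5 blue points lie below the line.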

**Figure 5:**
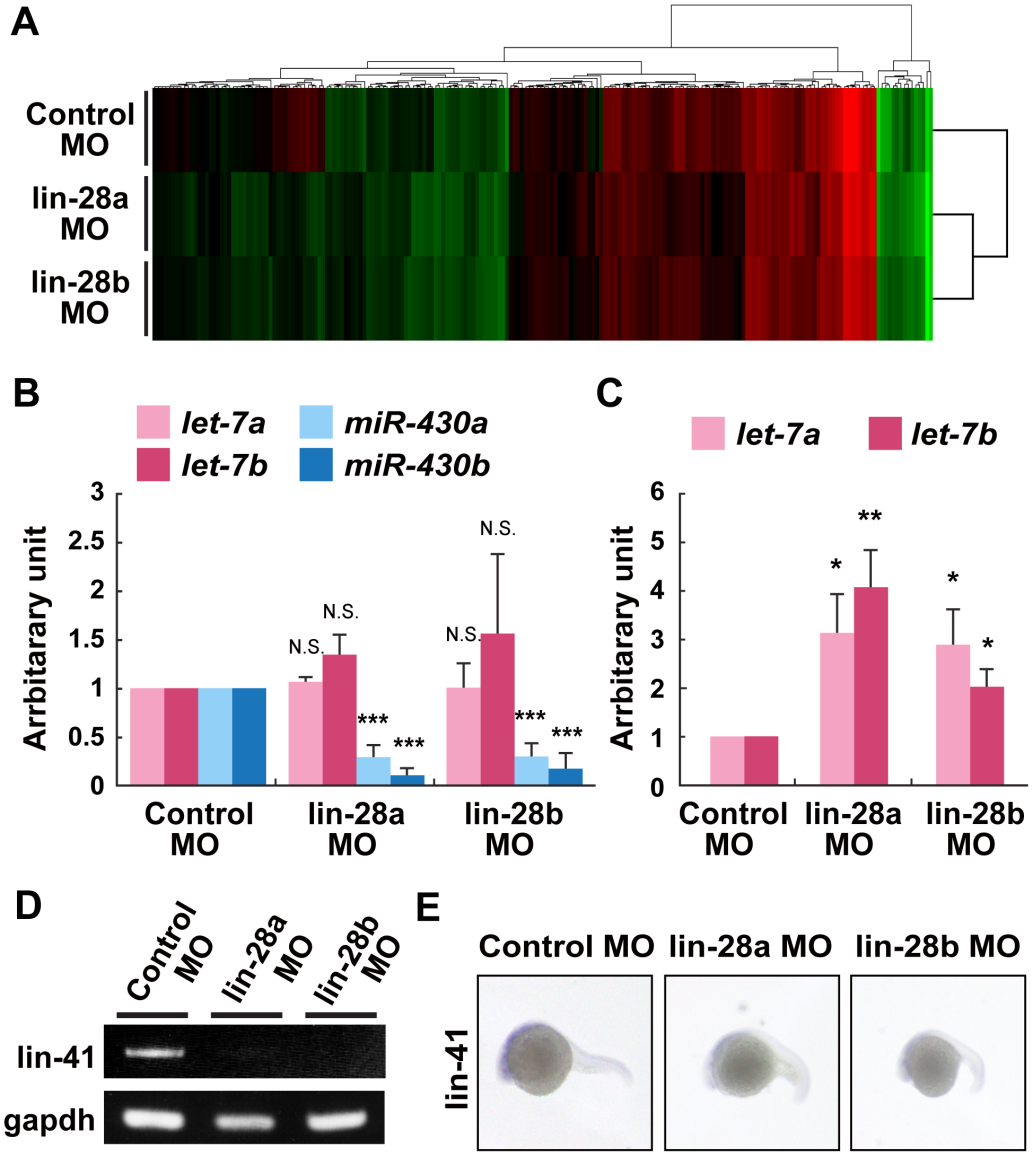
Expression of miRNAs and downstream heterochronic genes in *lin-28a* and *lin-28b* morphant embryos. A. miRNA expression profiling in *lin-28a* and *lin-28b* morphants embryos at 5 hpf. Hierarchically clustered heat-map representing differences in miRNA expression between control MO-injected embryos and *lin-28a* MO- or *lin-28b* MO-injected embryos. Relative levels of expression are colored from green (low) to red (high). B. Real-time PCR analysis of *let-7a, let-7b, miR-430a* and *miR-430b* expression in control MO-, *lin-28a* MO- and *lin-28b* MO-injected embryos. Expression levels of *let-7a, let-7b, miR-430a* and *miR-430b* were analyzed at 5 hpf using TaqMan miRNA assay. The expression level of *miR-430a* and *miR-430b* was downregulated in both *lin-28a* MO- and *lin-28b* MO-injected embryos compared with control MO-injected embryos (***p<0.001, control MO vs. *lin-28a* MO, control MO vs. *lin-28b* MO, two-tailed test, n = 3, mean ± SEM). C. Real-time PCR analysis of *let-7a* and *let-7b* expression in control MO-, lin-28a MO- and lin-28b MO-injected embryos. Expression levels of *let-7a* and *let-7b* were analyzed using TaqMan miRNA assay at 28 hpf. The expression level of *let-7a* and *let-7b* was increased in both *lin-28a* MO- and *lin-28b* MO-injected embryos embryos compared with control MO-injected embryos (*p<0.05, **p<0.01, control MO vs. *lin-28a* MO, control MO vs. *lin-28b* MO, two-tailed test, n = 4, mean ± SEM). D. Semiquantitative RT-PCR analysis of *lin-41* gene expression in control MO-, lin-28a MO- and lin-28b MO-injected embryos. Total RNA was isolated from *lin-28a* MO-, *lin-28b* MO- or control MO-injected embryos at 24 hpf and analyzed by using specific primers for *lin-41.* The expression of *lin-41* was decreased in both *lin-28a* MO- and *lin-28b* MO-injected embryos compared with control MO-injected embryos. E. Control, *lin-28a* and *lin-28b* MO-injected embryos labeled by *in situ* hybridization with *lin-41* probe. Expression of *lin-41* was repressed in CNS of both *lin-28a* and *lin-28b* morphant embryos at 24 hpf.

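At a Hy3 signal over 100 on at least 1 of the arrays compared and a spot CV under 50% on both, 9 zebrafish miRNAs could be judged. They were let-7c, miR-7a, miR-17a*, miR-148, miR-203a, miR-430a, miR-430b, miR-430c and miR-430j. In *lin-28a* morphants, 4 of them were lower than in control MO-injected embryos by more than 1.5-fold, all of the miR-430 family. In *lin-28b* morphants, 5 were lower, namely the same 4 and miR-203a. None was higher in either. At 2-fold, 1 miRNA, miR-430j in *lin-28a* morphants, remained. Among 102 unnamed probes judged by the same signal and CV limits, 10 were lower and 1 was higher in *lin-28a* morphants, and 37 were lower and none higher in *lin-28b* morphants. Centring each array on the median of the 9 zebrafish miRNAs left 0 lower and 1 higher in *lin-28a* morphants, and 0 lower and 0 higher in *lin-28b* morphants, but 4 of the 9 are of the miR-430 family. The median was miR-430c on the control MO array and miR-430a on both morphant arrays, so this centring cannot judge the family. Centring on bright unnamed probes, a choice made after the values were seen, gave 3 lower and 1 higher in *lin-28a* morphants, and 1 lower and 0 higher in *lin-28b* morphants. With Hy3 alone, scaled on bright probes, in place of the ratio, 3 were lower past 1.5-fold in *lin-28a* morphants, namely let-7c, miR-430a and miR-430c. The spot CV limit was then on Hy3, and it left out miR-7a (Hy3 of 106 with an SD of 89.5 on the control MO array). The unscaled log2 change of Hy3 for miR-7a in *lin-28a* morphants, -0.97, was below that for let-7c, -0.87. In *lin-28b* morphants 1, miR-430c, was lower, and 0 were higher in either. Of the 4 miR-430 probes, 2 thus stayed lower in *lin-28a* morphants and 1 in *lin-28b* morphants.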

To detect significant changes in miRNA expression, we chose miRNAs that had at least a 1.5-fold change with high Hy3 signal (sample) in expression in the *lin-28a* or *lin-28b* morphants as compared with control MO-injected embryos (Table 1). Using this criterion, several miRNAs, including *miR-203a*, were downregulated in both *lin-28a* and *lin-28b* morphant embryos. 

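The probe for miR-203a, an epithelial miRNA, had a Hy3/Hy5 ratio of 1.03 ± 0.04 in control MO-injected embryos, 0.941 ± 0.038 in *lin-28a* morphants and 0.650 ± 0.118 in *lin-28b* morphants (SD over 4 spots of 1 array). Its log2 fold over control was -0.13 in *lin-28a* morphants, with an SD of 0.10 over spot positions, and -0.66 in *lin-28b* morphants, with an SD of 0.24. In both morphants all 4 spots were below their control spots. The probe lay within 1.5-fold of control in *lin-28a* morphants. The Hy3 signal of this probe was 182 on the control MO array, 134 on the *lin-28a* MO array and 60.5 on the *lin-28b* MO array. The 4 other bright miRNAs outside the miR-430 family did not pass 1.5-fold in either morphant without further scaling. Their log2 folds in *lin-28b* morphants were -0.37 (SD 0.29) for let-7c, -0.50 (SD 0.11) for miR-148, -0.39 (SD 0.52) for miR-7a and -0.04 (SD 0.07) for miR-17a*. In *lin-28a* morphants they were -0.14 (SD 0.16) for let-7c, -0.12 (SD 0.09) for miR-148, -0.24 (SD 0.53) for miR-7a and 0.56 (SD 0.62) for miR-17a*, which was 0.15 when 1 spot was left out. Centring on the 9 bright miRNAs or on bright unnamed probes put miR-17a* higher by more than 1.5-fold in *lin-28a* morphants. In *lin-28a* morphants, a log2 fold below 0 for miR-203a turned to 0.42 and for miR-148 to 0.43 once arrays were centred on the 9 bright miRNAs. The median of the 9 was a miR-430 probe on each array. That centring adds 0.54 to every log2 fold in *lin-28a* morphants and 0.59 in *lin-28b* morphants. It therefore also brought let-7c and miR-7a above 0 in *lin-28a* morphants, and let-7c, miR-148, miR-7a and miR-17a* in *lin-28b* morphants. In *lin-28b* morphants, miR-203a came within 1.5-fold of control under that centring (log2 fold of -0.07), with scaled Hy3 alone (-0.51) and after centring on bright unnamed probes (-0.32), the last chosen after the values were seen.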

Interestingly, we found a marked decrease in the expression of members of the *miR-430* family, which was recently demonstrated to play a crucial role in deadenylation and clearance of maternal mRNAs during early zebrafish development (Table 1). To confirm this, we examined the expression level of these miRNAs by qRT-PCR (Figure 5B). 

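Of 5 miR-430 family members with a probe, 4 were bright, and each of these had a lower ratio in both morphants than in control. This family is made in large amounts at the start of zygotic transcription. For miR-430a, the Hy3/Hy5 ratio was 1.32 ± 0.04 in control MO-injected embryos, 0.809 ± 0.026 in *lin-28a* morphants and 0.782 ± 0.062 in *lin-28b* morphants (SD over 4 spots). For miR-430b, the ratios were 1.29 ± 0.03, 0.662 ± 0.004 and 0.807 ± 0.019. For miR-430c, they were 1.18 ± 0.02, 0.694 ± 0.021 and 0.605 ± 0.079, and for miR-430j, 1.35 ± 0.06, 0.641 ± 0.016 and 0.766 ± 0.012. The log2 folds in *lin-28a* morphants were -0.70 for miR-430a, -0.96 for miR-430b, -0.76 for miR-430c and -1.08 for miR-430j, and in *lin-28b* morphants -0.75, -0.67, -0.96 and -0.82. In either morphant, all 16 spots of these probes were below their control spots. The remaining probe, miR-430i, had a Hy3 signal of 21.0 on the control MO array and log2 folds of -0.25 and 0.01, with SDs over spots of 0.39 and 0.35. Sequences of these family members were not compared here. Probes of 1 family may share signal, so they are uncertain as separate measurements. The family's median log2 fold over the 4 bright probes was -0.86 in *lin-28a* morphants, lower than all of 10000 random lists of 4 unnamed probes of like Hy3 signal. In *lin-28b* morphants it was -0.79, and 0.54% of the random lists were as low or lower. The random lists had a median of -0.09 in *lin-28a* morphants and -0.32 in *lin-28b* morphants. Among 44 single unnamed probes of like Hy3 signal, 0 were as low as the family median in *lin-28a* morphants and 3 (6.82%) in *lin-28b* morphants, a comparison that takes the family as 1 measurement. In *lin-28b* morphants, the unscaled Hy3 signal of the 4 probes was below control by a median log2 of -0.95, against -1.28 for random lists. Once Hy3 was both taken alone and scaled on 51 bright probes, the family median was 0.13, and miR-430a, miR-430b and miR-430j were above control. The Hy5 signal at the 4 probes changed by a median log2 of 0.16 on the *lin-28a* MO array and -0.17 on the *lin-28b* MO array, against -0.24 and -0.93 for random lists. RefSeq lists 57 miR-430 genes on chromosome 4 and 1 on chromosome 10 of the GRCz12tu assembly.

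**Figure D3:**
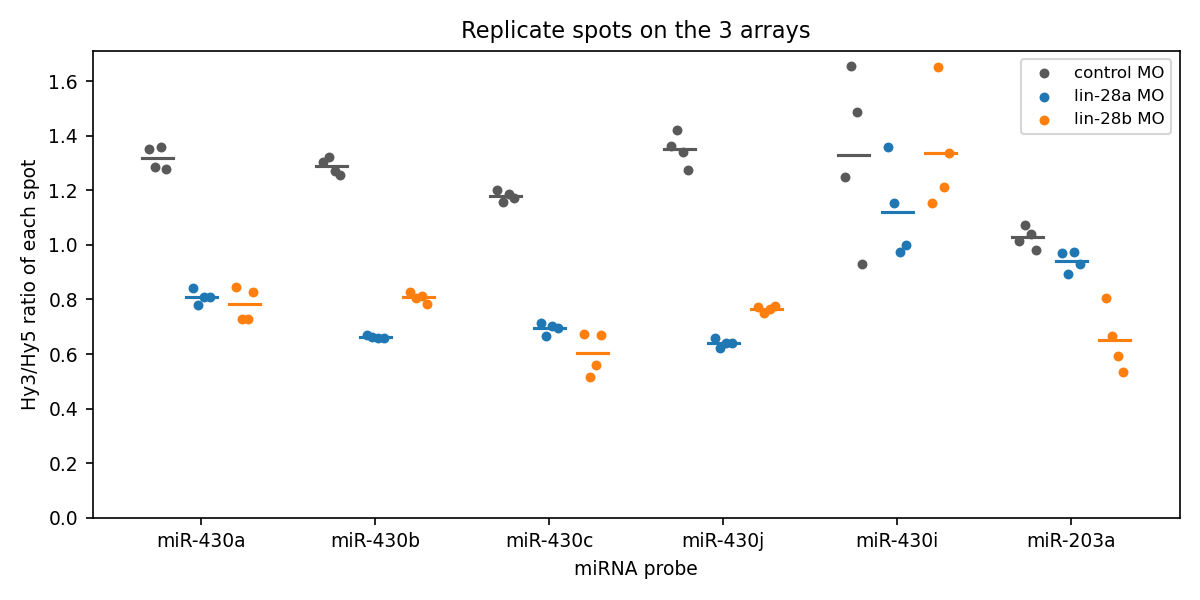
Hy3/Hy5 ratio of each of 4 spots (points) and their mean (line) on the control MO, *lin-28a* MO and *lin-28b* MO arrays for the miR-430 probes and miR-203a. For miR-430a, b, c and j every control spot lies above every spot of both morphants (with Hy3 alone, scaled on 51 bright probes, the family median in *lin-28b* MO turned to 0.13), and for miR-430i the spots of the arrays overlap.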

Consistent with our microarray data, we observed a significant decrease in the expression of *miR-430a* and *miR-430b* (Figure 5B). Surprisingly, the expression level of *let-7* miRNA in *lin-28a* and *lin-28b* morphant embryos was very low, and we did not detect significant upregulation in these morphants, suggesting that the downregulation of Lin-28a or Lin-28b is itself insufficient to induce the expression of the *let-7* family, at least at 5 hpf (Figure 5B).

**Table 1:** List of differentially expressed probe sets (Fold change >1.5, %CV <50, High Hy3 signal >100).

Probe Name	Name	Hy3/Hy5			Fold change	
		Control MO	Lin28a MO	Lin28b MO	Lin28a MO/Control MO	Lin28b MO/Control MO
49301	dre-miR-203a	1.029	0.939	0.651	0.913	0.633
48937	dre-miR-430a	1.322	0.81	0.783	0.613	0.592
48938	dre-miR-430b	1.288	0.662	0.808	0.514	0.627
50268	dre-miR-430c	1.18	0.695	0.606	0.589	0.513
48939	dre-miR-430j	1.35	0.64	0.766	0.475	0.568

To further examine the expression level of factors downstream of *lin-28a* and *lin-28b*, we isolated total RNA from surviving control, *lin-28a*, and *lin-28b* MO-injected zebrafish embryos at 28 hpf, which is the stage just before the expression of *let-7a* and *let-7b* was observed, and performed qRT-PCR to determine the relative expression levels of these miRNAs. As expected, the miRNA expression of both *let-7a* and *let-7b* was increased two- to four-fold in *lin-28a* and *lin-28b* morphant embryos (Figure 5C).

Furthermore, since *lin-41* is a direct target of *let-7* in *C. elegans* and mice, we performed RT-PCR and *in situ* hybridization to investigate whether the expression of *lin-41* was downregulated in *lin-28a* or *lin-28b* morphant embryos. Consistent with a prominent increase in *let-7* miRNA, RT-PCR analysis of *lin-41* expression showed that *lin-41* mRNA was downregulated in both *lin-28a* and *lin-28b* morphants as compared to the control sample at 24 hpf (Figure 5D). *In situ* hybridization of *lin-41* mRNA confirmed that the hybridization signal in the anterior half of the embryos was barely detectable in the surviving *lin-28a* or *lin-28b* morphants at 24 hpf (Figure 5E). These results suggest the existence of an evolutionarily conserved heterochronic gene regulatory network in vertebrate development, and a possible correlation between the expression of *lin-28* genes and the *miR-430* family, which is a key regulator of maternal mRNA clearance.

## Discussion

In *C. elegans*, heterochronic genes play a critical role in the timing of organ formation during development [2]–[5]. In this report, we identified zebrafish homologs of *C. elegans lin-28* heterochronic genes and showed that the *C. elegans* heterochronic gene pathway is conserved and could be involved in regulating key temporally controlled events during early zebrafish development. Similar to mammals, zebrafish has two *Lin28* homologs, *lin-28a* and *lin-28b*, in distinct genomic regions. An alignment of the sequences of the zebrafish *lin-28a* and *lin-28b* gene products showed that they are highly homologous with mammalian Lin28a and Lin28b. In particular, two functional domains for *pri-* and *pre-let-7* miRNA binding, a cold-shock domain and a pair of CCHC zinc finger domains, were highly conserved. This high degree of sequence conservation suggests that the function of zebrafish Lin-28a and Lin-28b is conserved across animal phylogeny. Indeed, we observed significant upregulation of *let-7* family miRNA expression in both *lin-28a* and *lin-28b* morphants, implying their conserved function as a *let-7* regulator.

During *C. elegans* development, the expression pattern of heterochronic genes is temporally controlled to specify the timing of developmental events [2]–[6]. First, *lin-28* and *lin-41* are expressed at L1. Next, *lin-4* and *let-7* miRNA expression begins at L2 and L3, respectively [5], [6], [13], [14]. Since these miRNAs target the 3′UTR of *lin-28* and *lin-41*, respectively, expression of these genes begins to decrease at L2 and L3, respectively [6], [17], [19] (Figure 6A). Consistent with the sequential and reciprocal expression of heterochronic genes during *C. elegans* larval development, we showed through whole-mount *in situ* hybridization, qRT-PCR and RT-PCR, that the heterochronic gene pathway is highly conserved in zebrafish.

**Figure 6:**
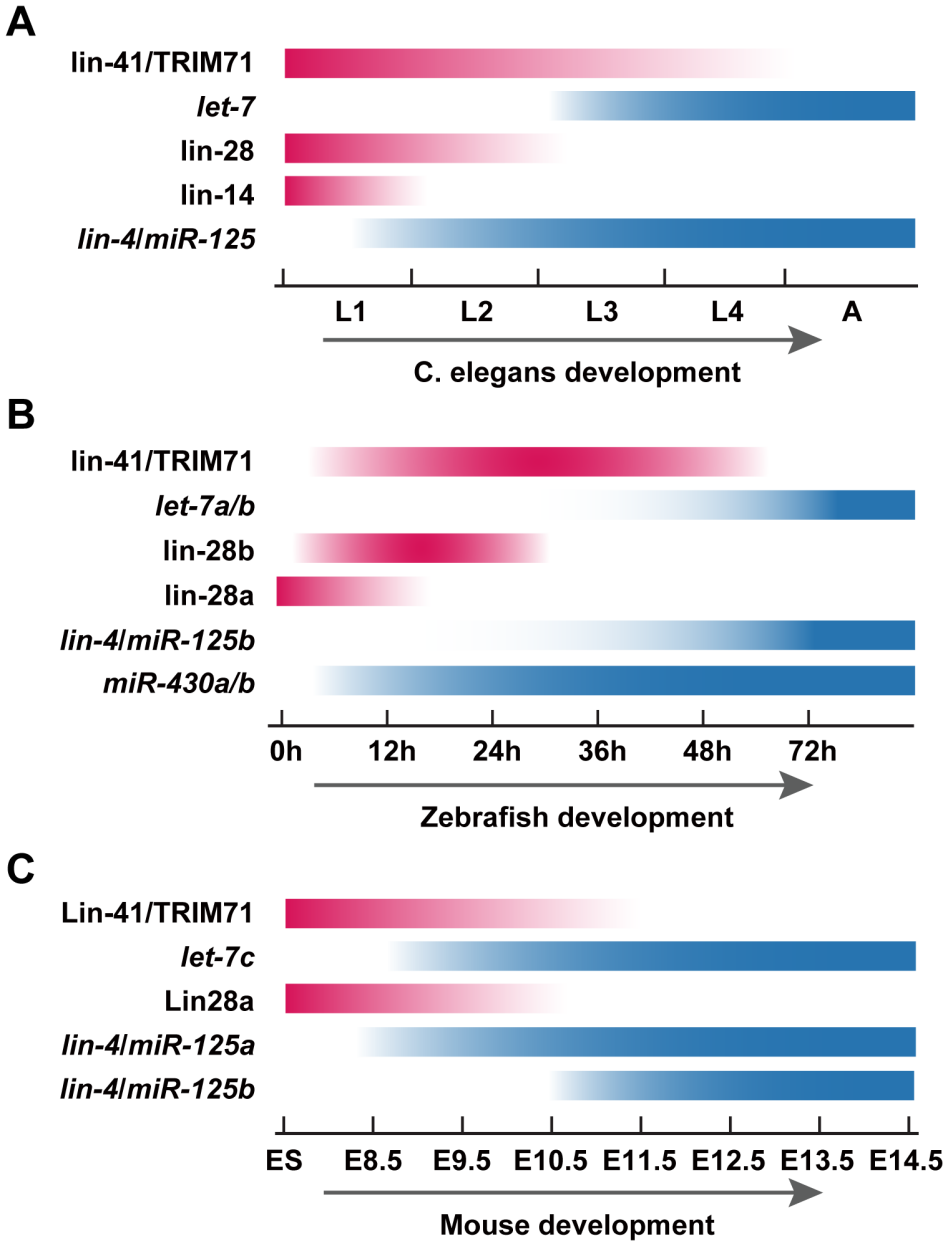
Expression pattern of heterochronic genes in developmental timing. A. Schematic diagram for heterochronic gene expression during *C. elegans* development. Consistent with critical role in the early development, expressions of LIN-14, LIN-28 and LIN-41 were observed at L1 stage. In a reciprocal fashion, Lin-4 and *let-7* expressions were first detected at L1 and L3 stage, respectively and became stronger as development proceeded, thereby down-regulated the expression of their target gene. B. A schematic diagram summarizing heterochronic gene and *miR-430* expression during zebrafish development. As with the expression pattern of *C. elegans* heterechoronic gene, expressions of *lin-28a*, *lin-28b* and *lin-41* were first observed at early development. Reciprocal expression of lin-4 and *let-7* expression were detected at 24 hpf and 48 hpf, respectively, and the expression level increased as development proceeds. Moreover, consistent with the timing of zygotic transcription, *miR-430* expression was activated, and its levels rose. C. Model for heterochronic gene expression during mouse development. The expression of LIN28 was highly restricted in ES cells, which negatively regulated *let-7* expression, and the *let-7* target gene, mouse lin-41, was reported to play an important role as a stem cell specific E3 ubiquitin ligase for the miRNA pathway protein Ago2. As development proceeded, *let-7* and *miR-125a/b* expression levels were increased, and expression levels of Lin28 and Lin41 were prominently downregulated in a reciprocal pattern. Red boxes represent the approximate timing of gene expressions and the blue boxes depicts the timing of the miRNA expressions. Developmental stages of each species are listed at bottom.

During zebrafish development, although the expression onset was somewhat different, *lin-28a*, *lin-28b*, and *lin-41* were ubiquitously expressed at the early gastrulation stage. Concomitant with the increased expression of *let-7* and *lin-4/miR-125b*, the expression of *lin-28b* and *lin-41* began to decrease from 24 and 48 hpf, respectively (Figure 6B). Since zebrafish *lin-28b* and *lin-41* have a *lin-4/miR-125b* and *let-7* target sites in their 3′UTRs (using Targetscan and PITA) [33], the downregulation of *lin-28b* and *lin-41* might be directly regulated by these miRNAs.

Recent studies have shown that several members of the heterochronic pathway are highly conserved in mammals, not only in sequence but also through regulation by an evolutionarily conserved genetic pathway. For example, *let-7* and *lin-4/miR-125* are highly conserved and expressed in various species, including *Drosophila* and humans [20], [34], [35]. Moreover, *lin-41* and *lin-28* are highly conserved in mammals and are regulated by *let-7* and *miR-125* like *C. elegans* [22], [36].

In mice, Lin28a is a marker of undifferentiated ES cells [24], and is abundant in a variety of developing tissues, including the neuroepithelium at E8.5, and is then expressed throughout the neural tube, co-localized with Sox2 at E9.5 [37]. By E10.5, this expression is markedly decreased in differentiated neural lineages and becomes undetectable [37] (Figure 6C). The mouse Lin41 expression pattern is somewhat similar to that of Lin28a. Lin41/TRIM71 is highly expressed in ES cells [38], and robust and ubiquitous Lin41 expression at E8.5 has been reported [36], [39]. The expression then gradually decreases until E11.0, becoming undetectable at later developmental stages [36], [39] (Figure 6C). On the other hand, *let-7* and *miR-125* are reportedly expressed in a reciprocal fashion to Lin28a and Lin41 during mouse development [36], [39] (Figure 6C).

Considering our and other observations, it seems that an evolutionarily conserved heterochronic gene cascade exists in early vertebrate embryogenesis.

In addition, mammalian homologs of heterochronic genes play a critical roles in the regulation of various undifferentiated cells. For example, in has been suggested that Lin28, *let-7* and *miR125* play important roles in cell fate determination in ES cells [24]. Among others, mammalian homologs of Lin-28 significantly contribute to cancer progression, the pluripotency of embryonic stem (ES) cells, early zygote development and the reprogramming of human and mouse fibroblasts to induced pluripotent stem (iPS) cells [23]–[26], mostly by preventing the anti-proliferative function of *let-7*; thus, the role of Lin-28 in vertebrate development has attracted considerable interest.

Although it has recently been suggested that the Lin28-mediated repression of *let-7*-induced differentiation may play a major role in the maintenance of most undifferentiated cells, increasing evidence strongly suggests the existence of a *let-7*-independent function for Lin28. For example, in neural stem cells, Lin28 regulates the timing of cell fate competency in neural stem cells during neurogliogenesis by a *let-7*-independent mechanism [37].

Consistent with the essential role of *Lin28a* in stem cell maintenance in various types of mammalian cells, we observed a significant decrease in cell proliferation at 5 hpf in both *lin-28a* and *lin-28b* morphant embryos, although a stage-specific cell lineage function of Lin28 remainss to be determined. During the late stage, these morphants displayed a severe phenotype characterized by a shortened body axis, small anterior structures, and aberrant tail morphology. However, while the expression of *let-7a* and *let-7b* was significantly upregulated in these morphants at 24 hpf, we did not find any significant upregulation of these *let-7* miRNAs in these morphants at the early blastula stage (Figure 5B). Thus, it is possible that the *let-7* independent function of Lin-28 might play a critical role in these *lin-28a* and *lin-28b* morphant phenotypes. These findings are consistent with a recent publication in which gross gastrulation defects were observed in *lin-28a* and *lin-28b* morphant *Xenopus* embryos [40]. They did not find any significant changes in the overall level of *let-7* in *lin-28* morphant embryos at the early gastrula stage (10.5), proposing a *let-7*-independent function for Lin-28 (e.g., translational regulation of maternally-deposited mRNAs). Unlike in zebrafish, *lin-28b* is maternally expressed in *Xenopus* and then expression of both *lin-28a* and *lin-28b* is upregulated shortly after mid-blastula transition. Given the fact that the *lin-28a* and *lin-28b* morphants displays similar severe developmental defects in both *Xenopus* and zebrafish, both of the genes seem to be necessary for the early development and not redundant.

Although we were not able to discriminate between maternal *lin-28a* and *lin-28b* function, recent study suggests an intriguing role of Lin28a in mouse early zygote development. Consistent with our results, Vogt et al. reported that *Lin28a* mRNA is maternally expressed, and the Lin28a protein accumulates at the nucleolar precursor body (NPB) of mouse ES cells, where it co-localize with the nucleophosmin1 (NPM1) [26]. MO-mediated knockdown of maternal *Lin28a* inhibit accumulation of NPM1 at presumptive NPB, resulting in a developmental arrest at the transition of the 2-cell to the 4-cell stage and never develop to morula or blastocyst, suggesting that Lin28a is a novel essential factor of nucleologenesis during early zygote development [26]. Further studies are needed to elucidate the functional difference of *lin-28a* and *lin-28b*.

Surprisingly, our microarray-based analysis of miRNA expression in *lin-28a* and *lin-28b* morphants revealed that the expression of *miR-430* family miRNAs was significantly downregulated in these morphants. In the early development of zebrafish, *miR-430* accumulates during the maternal-to-zygotic transition and promotes deadenylation and the clearance of hundreds of maternal mRNAs [12]. Since *miR-430* can rescue the severe developmental defects in MZ *dicer* mutant embryos, *miR-430* is suggested to play a central role in early development [12]. Intriguingly, our *lin-28a* and *lin-28b* morphants displayed a phenotype similar to that of MZ *dicer* mutants, which is characterized by reduced extension of the body axis, resulting in shortening of the embryo and morphological malformation of the heart and brain. Thus, we speculate that the function of Lin-28 during early zebrafish development involves the *miR-430*-mediated clearance of maternal mRNAs. Currently, we do not have an explanation for the genetic interaction between *lin-28* and *miR-430*. It would be important to consider this interaction in future experiments.

We also observed the expression of *lin-41,* a down-stream target of *let-7* in the presumptive anterior neural plate. Since it was downregulated in *lin-28a* and *lin-28b* morphant embryos, there may exist a conserved functional role of heterochronic gene cascade in zebrafish. In mouse ES cells, Lin41 regulates *let-7* activity in cooperation with Lin28 and acts as a stem cell-specific E3 ubiquitin ligase [38]. Moreover, Lin28 is expressed in developing mouse neural tube, co-localizes with SOX2, and has been demonstrated to play a role in neurogenesis [37]. Lin41-knockout mice display a striking neural tube closure defect during development and embryonic lethality [39]. Thus, these results suggest that a significant gene regulatory network exists between *Lin28*, *Sox2*, and *Lin41* during early vertebrate embryogenesis.

Based on homology and expression pattern, zebrafish *lin-28a*, *lin-28b*, and the miRNAs studied here may be involved in regulating specific genes directing key developmental events. These findings will aid in the understanding of the evolutionarily conserved roles of the heterochronic gene cascade underlying early embryonic development in vertebrates.

## Supporting Information

Figure S1 **Genomic organization of *LIN28A/B* and its homologous locus in various species.** VISTA plot of the human *LIN28A* (A) and *LIN28B* (B) genomic sequence (x-axis) vs. mouse, rat, chicken and zebrafish genomic sequence (y-axis). Regions of high conservation are colored according to the annotation as exons (dark blue), untranslated regions (light blue) or non-coding (pink).
(EPS)

How the deposited data were processed for this re-analysis (not part of the article)

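RNA of zebrafish embryos injected with control MO, *lin-28a* MO or *lin-28b* MO was measured at 5 hpf on 3 miRCURY LNA arrays, 1 per condition, with the sample in Hy3 and a Universal Reference in Hy5. The authors' deposited spot table holds the intensity of each spot in both channels. The authors' second table holds a linear ratio of Hy3 over Hy5 for each of 208 miRNAs, which equals the mean of the spot ratios of a probe within 0.398%. Its direction is that of Table 1, and its scale and centring are those of the spot intensities. What was done to the intensities before deposit (image analysis, background correction, normalization) is not given in the sources used here, and the spot table has no background columns, so no background correction or within-array loess was applied.

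From the intensities, the Hy3/Hy5 ratio was computed for each spot and averaged over the 4 spots of a probe. A fold is the ratio of 1 morphant's mean over that of control MO, given as log2. A miRNA was counted by the rule of Table 1, a fold over 1.5, a spot CV under 50% and a Hy3 signal over 100. The signal was required on at least 1 of the 2 arrays compared and the CV on both. The 2082 unnamed probes with 4 spots were used as a background for lists and as a description of each array, and no gene was named from them. Precision is limited by the number of arrays. With 1 array per condition no test was run and no p-value is given, and spot SDs are technical.

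The miRNA lists, the rule for naming miRNAs and the alternatives were fixed before the data were examined, except where another choice is said to have come later. The text names the miRNAs that the paper names for these arrays or its qRT-PCR, all members of the miR-430 and let-7 families, the largest changes in each direction among bright miRNAs, miRNAs changed in both morphants, and examples of each list with the highest Hy3 signal. The values in Table 1 had been seen when this rule was written. The 12 lists are the miR-430 family, the let-7 family, the miR-125 group, the miR-17-92 group, and miRNAs of skin and epithelium, muscle, nervous system, sensory organs, blood and endothelium, liver with gut and pancreas, Hox clusters and wide expression. Probes named as * arms are not members of any list. A list's median is over all members with a probe (over bright members for the miR-430 family), and its percentile is among 10000 random lists of the same size, each member replaced by 1 of the 30 unnamed probes nearest in mean Hy3 signal with a CV under 50% on every array. The probes of related family members may share signal, so the miR-430 family was also set against single unnamed probes within its range of Hy3 signal. Hy3 alone means the Hy3 signal with each array scaled on the 51 probes over 100 on every array, and its CV limit is on the Hy3 of the spots. No U6, 5S rRNA or snoRNA probe is named in the table, so spike controls served as controls.

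Profiles were compared by Euclidean distance, Pearson's r and Spearman's rho of log2(Hy3/Hy5) across miRNAs, with 10000 random draws of miRNAs. For the shared control array, 1000 sets of unchanged arrays were simulated with the spot error of each probe and no difference between arrays. The computation was tested on simulated data for 2300 probes. In a simulated *lin-28a* MO array, 97.6% of 41 probes lowered 2-fold and 95.9% of 49 raised 2-fold were recovered past 1.5-fold, against 0.990% of 2021 unchanged probes. The simulation applied each fold directly to the ratio and the signal, with spot error alone and no Hy3 limit. It had no background floor and no difference between arrays. It therefore checks the computation, and gives neither the recovery at dim probes nor the error rate of the real arrays. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. No column of per-sample values was left unmatched to a sample. Figure 5B and Figure 5C are qRT-PCR and were not analysed here.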

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

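All tests of explanations in this part were chosen after the results were seen.

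Signals in probes that the paper does not report on drew attention first. Among 102 bright unnamed probes, 10 were lower by more than 1.5-fold in *lin-28a* MO and 37 in *lin-28b* MO. Unnamed probe 47767 was the only one of them higher by more than 1.5-fold in *lin-28a* MO, at a log2 fold of 1.22 (SD over spots 0.15), with a Hy3 signal of 253.5 on the control MO array and 500.25 on the *lin-28a* MO array, against a log2 fold of -0.22 in *lin-28b* MO. The table gives no name for it.

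On the control MO array, 117 single spots had a Hy3 signal over 4 times the median of their probe, against 15 on the *lin-28a* MO array and 6 on the *lin-28b* MO array. Of these 117 spots, 86.3% had another 14 to 16 lines away in the table, against a mean of 6.91% and a highest value of 18.8% in 1000 random placements, which is consistent with a mark along the slide. Their Hy5 signal was raised too, to a median of 3.08 times that of their probe. The spots fall on 117 probes, of which 111 are unnamed and 6 are zebrafish miRNA probes, among them miR-26a, and on none of the miR-430 probes. No biological explanation was tested for them.

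The lower ratio of miR-430a, b, c and j in *lin-28a* MO is the first of the patterns on the family. A dye or intensity trend is argued against at this brightness by the 4 spike controls with Hy3 over 100 on every array, whose lowest log2 fold was 0.082. A general fall of probes as bright is argued against as the whole cause, since 0% of random lists of 4 unnamed probes and 0% of 44 single ones were as low as the family median, the lowest single one being at -0.55. Single probes were added after the lists, because the 4 probes are of 1 family and may count as about 1 measurement. How far they share signal was not tested, and an explanation is called open where the 2 disagree. A change of the reference channel at these probes stays open: the Hy5 change was higher than in 98.9% of random lists but than in 93.2% of single probes. The Hy3 change was as low or lower in 4.67% of lists and 13.6% of single probes, so both channels may contribute. The bound on the Hy3 change was first 2.5% and was raised to 5% after this 4.67% was seen, and the explanation stays open at either bound. The paper's qRT-PCR, which has no such channel, gave lower miR-430a and miR-430b in both morphants. Knockdown of *lin-28a* is the biological explanation that the design gives, and a delay of development in the morphants was not tested. The paper reports growth retardation and reduced epiboly in both morphants, so these arrays cannot tell such a delay from a more direct effect.

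The same 4 probes in *lin-28b* MO differ in their channels. Among the same 4 bright spike controls the lowest log2 fold was 0.030, which argues against a dye trend at this brightness (a dim control, g, at a Hy3 of 44.1 in control MO and 10.55 in *lin-28b* MO, was at -0.88). A general fall of probes as bright stays open: 0.54% of random lists were as low as the family median, but 6.82% of 44 single unnamed probes were, and 7 of the 44 were lower past 1.5-fold. After centring on unnamed probes, the family median moved from -0.79 (SD over spot positions 0.08) to -0.45 and 1 of the 4 probes stayed past 1.5-fold. A change of the reference channel may contribute: the Hy5 change exceeded that of 99.95% of random lists and 97.7% of single probes. By contrast, 82.4% of random lists and 61.4% of single probes had a Hy3 change as low or lower than the family's. The paper's lower miR-430a and miR-430b by qRT-PCR in *lin-28b* morphants run against this channel as the whole cause. The 2 dyes share a spot, so a probe that bound more of all RNA on this array could show the same, and knockdown of *lin-28b* stays open. A delay of development was not tested here either.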

How the results depend on the processing

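Centring on unnamed probes or spike controls, leaving out bright single spots, counting unnamed probes, and the authors' 208 miRNAs without a signal limit were chosen after seeing the data. Scalings moved the median log2 fold of all zebrafish miRNAs by 0.54 in *lin-28a* MO and 0.59 in *lin-28b* MO for centring on the 9 bright zebrafish miRNAs, by 0.23 and 1.14 for Hy3 alone, by 0.12 and 0.34 for centring on unnamed probes, and by -0.23 and -0.11 for centring on spike controls. The median of the 9 was a miR-430 probe on each array, so the first of these cannot judge the miR-430 family. The miR-430 family median in *lin-28a* MO, -0.86, was -0.32 after centring on bright zebrafish miRNAs, -0.56 with Hy3 alone, -0.74 after centring on unnamed probes, -1.09 after centring on spike controls and -0.76 with no Hy3 minimum. In *lin-28b* MO, -0.79 became -0.19, 0.13, -0.45 and -0.89 under the first 4 of these settings. With Hy3 alone, log2 folds in *lin-28b* MO turned to 0.022 for miR-430a, 0.55 for miR-430b and 0.25 for miR-430j. The cause was not tested beyond the channel values given above. Leaving out each replicate spot gave medians from -0.87 to -0.85 in *lin-28a* MO and from -0.82 to -0.76 in *lin-28b* MO.

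In *lin-28a* MO, the 4 lower miRNAs became 0 after centring on bright zebrafish miRNAs, 15 with no Hy3 minimum, 1 at 2-fold and 14 with unnamed probes. With Hy3 alone they were let-7c, miR-430a and miR-430c (miR-430b at -0.27, miR-430j at -0.48), with miR-7a left out by its Hy3 spot CV. Centring on bright zebrafish miRNAs sets each array on a miR-430 probe, so it cannot show whether the family fell. The count of higher miRNAs went from 0 to 1 after either centring on bright zebrafish miRNAs or on unnamed probes, to 3 with no Hy3 minimum and to 1 with unnamed probes. Leaving out each replicate spot gave 4 to 5 lower and 0 to 1 higher. In *lin-28b* MO, the 5 lower miRNAs became 0 after centring on bright zebrafish miRNAs, 1 with Hy3 alone, 1 after centring on unnamed probes, 0 at 2-fold and 42 with unnamed probes, and the count of higher miRNAs went from 0 to 6 with no Hy3 minimum. Leaving out each replicate spot gave 5 to 6 lower and 0 higher. The distance between the morphants, 0.543 of the smaller distance to control, was 1.04 of it by 1 minus Pearson's r, 1.21 after centring on bright zebrafish miRNAs, 1.37 with Hy3 alone, 1.44 without the miR-430 family and 0.832 after centring on unnamed probes (over 1, the morphants are no longer the closest pair). The cause was not tested.

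Of the values for single miRNAs under an alternative, 346 moved by less than their spot SD and 114 by more, 3 past 1.5-fold and turned as given above. The sign changed in 54, 20 under centring on bright zebrafish miRNAs and 18 with Hy3 alone. For the lists apart from the miR-430 family, 160 medians moved by less than that spread and 88 by more, and the sign changed in 49. The alternatives without normalization, without background correction and with another background offset were not run, since the table has no such columns, and no probe is named for another species. No other list had a member with a Hy3 signal over 200. No paired analysis was possible because each condition has 1 array. Signal limits most of the data: 9 of 218 zebrafish miRNAs passed a Hy3 signal of 100 on any array.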

Differences from the paper's values

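All 25 ratios and folds of Table 1 fell within 0.01 of the values computed here, and none differed by the criteria used. Before the data were examined, alternatives were set, of which centring on bright zebrafish miRNAs and Hy3 alone gave 10 folds that differ by more than 1.5 times from the paper's. Those under the centring are all in *lin-28b* morphants. They moved by the same offset, a log2 of 0.59, which the miR-430 probes themselves set.

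The paper's text names miR-203a among the miRNAs lower in both morphants under its 1.5-fold criterion. The fold computed here was 0.633 in *lin-28b* morphants, past the criterion, and 0.916 in *lin-28a* morphants, within it, as in Table 1. Under the alternatives set before the data were examined and those added after, miR-203a in *lin-28a* morphants stayed within 1.5-fold. In *lin-28b* morphants its fold also came within 1.5-fold under 2 of those set before, at 0.953 after centring on bright zebrafish miRNAs and 0.702 with Hy3 alone, and under centring on unnamed probes, chosen after seeing the values, at a log2 fold of -0.32.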

Other observations

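The let-7 family, the classical target of Lin-28, was dim at 5 hpf. Of 10 let-7 probes, let-7c alone passed a Hy3 signal of 100, at 168.5 on the control MO array, and let-7b reached 96.5, while let-7a lay at 22.5. None of the 10 was higher or lower by more than 1.5-fold in either morphant. The family's median log2 fold was -0.13 in *lin-28a* MO and -0.19 in *lin-28b* MO, at percentiles 72.1 and 51.5 among random lists. Single log2 folds were -0.12 for let-7a, -0.02 for let-7b and -0.14 for let-7c in *lin-28a* MO, and -0.07, -0.16 and -0.37 in *lin-28b* MO. The highest values were those of let-7d, 0.39 and 0.53, at a Hy3 signal of 15.6 in control MO, and the lowest were those of let-7f, -0.58 (SD over spots 0.15) and -0.49 (SD 0.09), at 11.8, with all 4 spots below their control spots in both. In *lin-28a* MO the others were at 0.12 for let-7e, 0.32 for let-7g, -0.29 for let-7h, -0.37 for let-7i and -0.32 for let-7j, and in *lin-28b* MO at 0.29, 0.28, -0.23, -0.42 and -0.46. Centring on bright zebrafish miRNAs, whose median was a miR-430 probe on each array, turned the family medians to 0.41 and 0.40. In *lin-28b* MO Hy3 alone gave 0.79 and centring on unnamed probes 0.15. The unscaled Hy3 of all 10 let-7 probes was below control in *lin-28b* MO, at 0.37 to 0.96 of it. The 0.79 thus arises from scaling mostly dim signals on bright probes, and does not show a rise.

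For miR-125b, the counterpart of lin-4, the log2 folds were 0.08 (SD over spots 0.09) and 0.16 (SD 0.20) at a Hy3 signal of 23.8. The ratio of miR-26a on the control MO array had a CV of 69.1% with 1 bright spot among its 4, and its log2 folds were -0.94 (SD 1.01) and -0.66 (SD 0.79).

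The sample labels mention a blend of equal amounts of each sample and call the Hy5 channel a Universal Reference, and it is not clear whether the blend is that reference. Over the 208 miRNAs, the mean ratio had a median of 0.972 and ranged from 0.183 to 2.72, and over the 9 bright miRNAs it had a median of 0.919. No conclusion on the reference was drawn from these. For miR-7a the mean ratio was 2.62.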
